A study of Homo sapiens with 8 samples. Its data were reported in "Diabetes-associated breast cancer is molecularly distinct and shows a DNA damage repair deficiency" (2023).

How the data were processed

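RNA was isolated from Hs578T cells after 48 hours at a glucose level of 5 mM (low) or 25 mM (high), with 4 replicates per group, and sequenced on an Illumina instrument. According to the methods of the study, high-glucose experiments were run in medium without serum after conditioning in low glucose. The groups were taken from the treatment label of each sample. The labels do not say whether replicates came from separate experiments, so p values measure the spread between these libraries, which can be technical. No 2 libraries were alike within sampling noise: the chi-square of estimated counts per gene was 1.64 to 5.86 for pairs within a group, against 1 for sampling alone, and 114 to 144 between groups.

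The authors deposited 1 table of normalized signal, with 1 row for each of 21077 genes and 1 column per library, described only as normalized. The submitters' processing notes name hg38 and edgeR, and the methods of the study describe, for its RNA-Seq, a filter of 0.5 CPM in 2 or more samples and CPM with TMM factors. The study names other cultured cell lines there and not cultured Hs578T cells, so the deposited signal was taken as CPM with TMM factors from these notes and from the sums of the columns. The aligner and the counting program of these libraries are not given in the sources used here. The columns of deposited signal sum to 1205567 to 1229021 in low glucose and 1017015 to 1036274 in high glucose, as CPM relative to a scaled library size would. TMM scaling assumes that most genes do not change, and centers the fold changes near 0. FN1 was the most abundant gene in each library and took 3.52% ± 0.109 of the signal in low and 2.42% ± 0.0412 in high glucose (SD, n = 4). 1552 rows were 0 in all 8 libraries, so no such filter had been run within these 8 libraries alone. The most frequent positive value of each column was taken as the value of 1 read. All values below 50 reads were multiples of 0.01 read, within 0.0005 read, and 71.2% to 73.8% were whole within 0.005 read, so the counts behind the values were fractional estimates and no count model was used. The estimated depth was 10244900 to 11956677 counts per library, at which 1 count is 0.0867 to 0.118 CPM. Limits from counts cover counting error only.

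Genes with at least 0.5 CPM in at least 2 libraries were kept (15570 genes). Values were analysed as log2(CPM + 1) in limma 3.58.1 (R 4.3.3) with trended variance and empirical Bayes moderation, high minus low glucose, without covariates, and genes with a Benjamini-Hochberg FDR under 0.05 were called. A count at the FDR of 0.3 of the study for cell lines and a count with at least a 2-fold change were made from the same fit. The design had foreseen columns of plain CPM, and the test it names for normalized values was used. A total of 35 gene lists (glucose-sensing targets, glycolysis, pentose phosphate, hexosamine and polyol, citric acid cycle, nuclear and mitochondrial respiratory chain, integrated stress response, chaperones, proliferation score genes, replication, mitosis, 6 DNA repair lists, p53, mesenchymal, epithelial, myogenesis, hedgehog, notch, TNF, interferon, cholesterol, fatty acid, NRF2, hypoxia, osmotic stress, stem cell, TGF-beta and YAP, ribosomal proteins and histones) and 6 lists of cell type markers were fixed before the data were examined. The gene lists were tested with camera, a competitive test, at its preset inter-gene correlation of 0.01, with adjustment over the 35 lists. The proliferation score was the mean log2(CPM + 1) of 11 genes, and DNA repair scores were the mean z-score of a pathway, compared by 2-sided exact permutation tests over 70 arrangements. Scores were adjusted over the 5 repair pathways.

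Named genes followed a rule fixed before the data were examined: the 12 rising and 12 falling genes with the largest log2 fold change among those called, with at least 5 CPM on average in 1 group and no overlap between groups, 19 genes named in advance, and up to 4 called members of each list by smallest p (up to 2 for a list without calls). Not every gene that this rule selects is printed. Genes named from the marker lists were chosen after their values were seen. Symbols are those of the deposited table, and where a symbol had several rows the row with the highest mean was used in lists. Positions are from the RefSeq annotation of the same assembly, matched by symbol or synonym for 149 of 154 named genes. The match of MT-CO2 was a pseudogene on chromosome 1 and not the mitochondrial gene, and its position is not printed. The fit was tested on simulated data for 15570 genes and 4 against 4 libraries. It recovered 16%, 66%, 92% and 98% of genes changed by 1.25, 1.5, 2 and 4-fold (50 genes each), and called 3 unchanged genes. The simulated dispersion was 0.005 and few genes were changed, whereas 72.9% of genes passed in the data. These percentages therefore need not hold for the data. Alternatives covered the pseudocount, the filter, 3 other scalings, the variance prior, array weights, the replicate number as a block, each library left out, the list test and the score. Figures were drawn with matplotlib 3.10.9.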

Results

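Hs578T is an established breast cancer cell line that lacks the estrogen receptor and has mesenchymal features. The cells were kept for 48 hours in medium with 5 mM glucose (low glucose) or 25 mM glucose (high glucose, a model of hyperglycemia), and RNA-Seq gave 1 profile for each of 4 replicates per group, 8 libraries in all. The question was how hyperglycemia changes gene expression in breast cancer cells, with DNA repair, proliferation and developmental pathways among the interests of the study. The estimated depth was 10244900 to 11956677 counts per library. All values are normalized signal, taken as CPM with TMM scaling, as mean ± SD with n = 4 per group, and every fold change is high minus low glucose on the log2(CPM + 1) scale, which understates the change of low genes. Adjusted p values of genes are from limma and those of gene lists from camera, both with Benjamini-Hochberg adjustment.

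STC1, a secreted glycoprotein hormone, rose from 19.8 ± 1.27 to 411 ± 9.99 CPM (log2 fold change 4.31 ± 0.0491 SE, adjusted p = 7.05e-18). TNFRSF11B, the decoy receptor osteoprotegerin, rose from 17.5 ± 1.28 to 324 ± 5.54 CPM (4.13), and SLC1A3, a glutamate transporter, rose from 0.889 ± 0.530 to 29.2 ± 1.71 CPM (4.04). HSPA5, the endoplasmic reticulum chaperone BiP, fell from 15650 ± 366 to 1125 ± 13.6 CPM (log2 fold change -3.80 ± 0.0341 SE, adjusted p = 8.34e-19). DDIT3, the stress-induced transcription factor CHOP, fell from 597 ± 19.5 to 43.9 ± 0.759 CPM (-3.74). By the RefSeq annotation of the hg38 assembly, STC1 lies on chromosome 8 from 23841929 to 23854806, TNFRSF11B on chromosome 8 from 118923557 to 118951885, HSPA5 on chromosome 9 from 125234853 to 125241343 and DDIT3 on chromosome 12 from 57516588 to 57520517, and all 4 are protein-coding genes whose values are gene-level. The other genes with the largest rises on the log2(CPM + 1) scale were BMP4 (4.01), FAM111B (3.77), KCNJ2 (3.69), ST3GAL5 (3.67), ZNF295-AS1 (3.26), ITGB8 (3.22), CD248 (3.19), AL161431.1 (3.11) and GDF6 (3.03), log2 fold changes in parentheses. They include the bone morphogenetic protein family members BMP4 and GDF6, the potassium channel KCNJ2 and the GM3 ganglioside synthase ST3GAL5. The other genes with the largest falls on that scale were MSC (-4.39), HEY1 (-3.97), GDF15 (-3.95), KRT16 (-3.91), OSTN (-3.76), TRIB3 (-3.32), PTX3 (-3.20), PLEKHF1 (-3.11) and PTCHD1 (-2.95). MSC and HEY1 are basic helix-loop-helix repressors, GDF15 is a stress-induced cytokine and PTX3 is a secreted pentraxin. AC011611.3 (identifier ENSG00000257453.1) was at 27.3 ± 9.24 CPM in low glucose and at 0 in all 4 high-glucose libraries, at least 391-fold lower against a floor of 3 counts over the group. Keratin 16 has near-identical copies, and strand use in the counting is not given, so the values of KRT16 and of the antisense gene ZNF295-AS1 can hold reads of other genes.

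**Figure D1:**
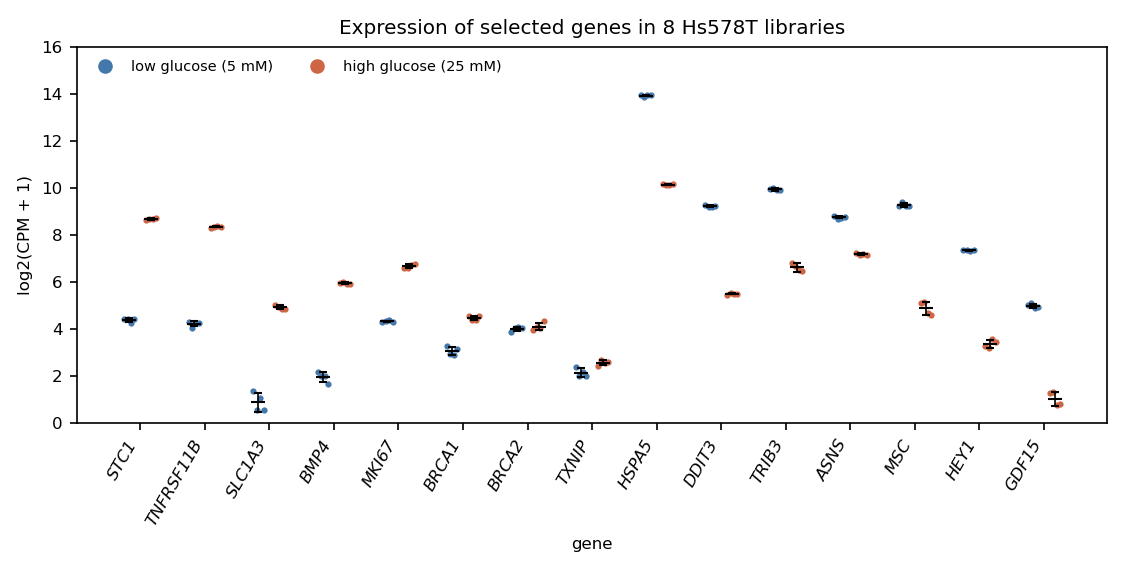
Expression of 15 named genes in the 8 libraries as log2(CPM + 1), with each point a library, and the black marks the mean and SD of 4 libraries. HSPA5 averaged 15650 CPM in low and 1125 CPM in high glucose, STC1 19.8 and 411 CPM, and the groups overlapped for BRCA2.

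Of 15570 genes tested, 11350 (72.9%) passed an FDR of 0.05, 5553 higher and 5797 lower in high glucose. At least a 2-fold change was seen for 2656 of them, 1335 higher and 1321 lower, a count that was 4131 with a pseudocount of 0.1 CPM, 1483 with 5 CPM and 4212 with voom. At the FDR of 0.3 that the study used for cell lines, 13381 genes passed. The groups did not overlap for 10391 genes, against 445 by chance. The first principal component held 84.4% of the variance and separated the groups. Correlations across genes were 0.992 to 0.995 between libraries of 1 group and 0.941 to 0.951 between groups. The balance of rising and falling calls rests on the scaling: with each library rescaled to the same total, 7327 genes were higher and 4349 lower, and the median of all genes moved by 0.19 on the log2 scale. Of the 35 gene lists tested, 11 passed at an FDR of 0.05, 5 toward high glucose and 6 toward low glucose, and 10 of these calls were lost when the correlation between genes was estimated for each list. The counts of members past the threshold were the same when adjusted over the list alone for 30 of the 35 lists. For glycolysis 12, for the hexosamine and polyol pathways 6, for the citric acid cycle 16 and for ribosomal proteins 76 members fell and for the epithelial list 3 rose when adjusted over the list alone.

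**Figure D2:**
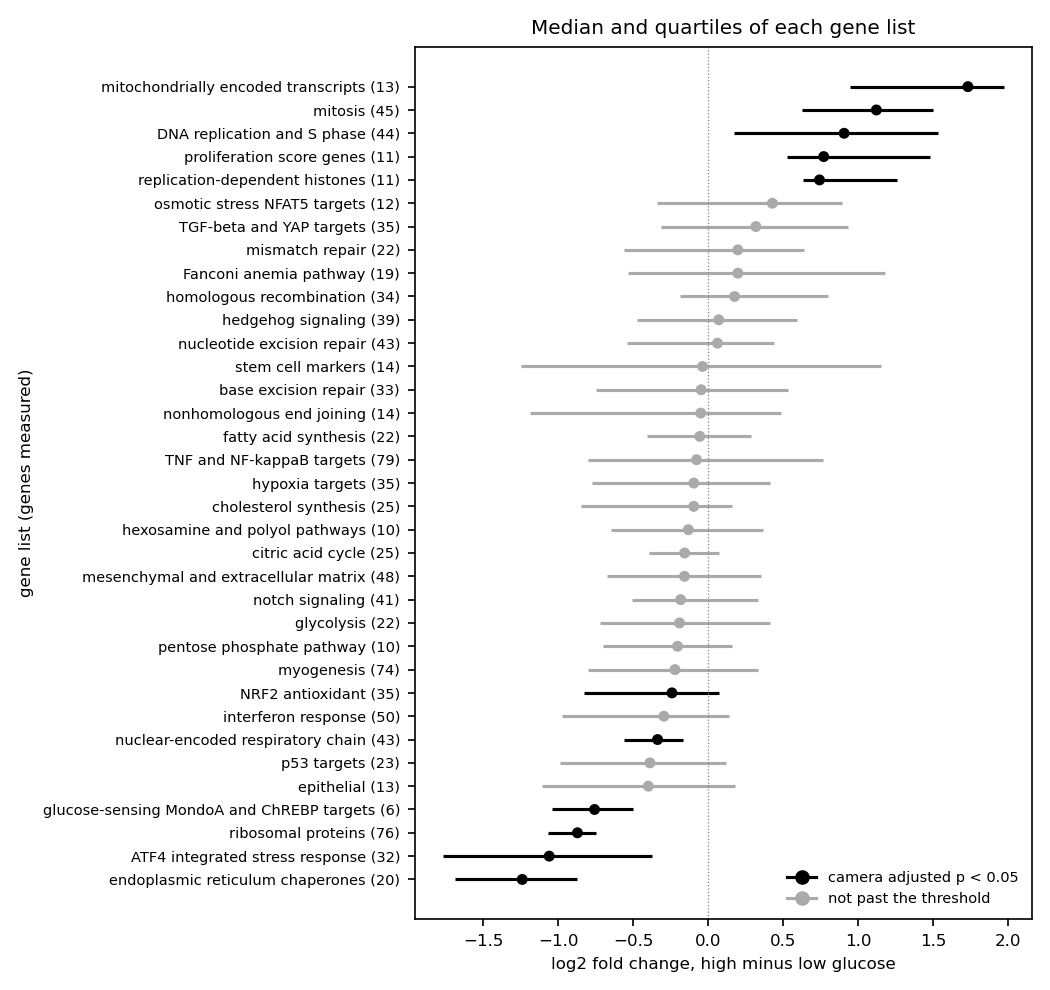
Median (point) and interquartile range (line) of the log2 fold change, high minus low glucose, over the measured genes of each list, with the number of genes in parentheses and lists past an adjusted p of 0.05 in black. The medians run from -1.24 for endoplasmic reticulum chaperones to 1.73 for mitochondrially encoded transcripts.

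Genes of protein folding, the stress response and the ribosome were lower in high glucose. Among the 20 endoplasmic reticulum chaperones and related genes, 17 fell and 1 rose, with a median log2 fold change of -1.24 (camera adjusted p = 1.42e-08, and adjusted p = 0.0820 with an estimated correlation). Besides HSPA5, XBP1 (-1.84), HYOU1 (-1.73) and PDIA4 (-1.68) fell. XBP1 is a transcription factor of the unfolded protein response, HYOU1 a chaperone and PDIA4 a disulfide isomerase. Of the 32 genes of the integrated stress response driven by ATF4, 25 fell and 3 rose, with a median of -1.06 (camera adjusted p = 4.85e-08, and adjusted p = 0.134 with an estimated correlation). The mitochondrial folate enzyme MTHFD2 fell from 645 ± 10.5 to 161 ± 4.64 CPM, the alanyl-tRNA synthetase AARS from 1174 ± 27.9 to 336 ± 9.31 CPM, the phosphatase subunit PPP1R15A from 1447 ± 40.2 to 427 ± 12 CPM and asparagine synthetase (ASNS) from 428 ± 13.4 to 144 ± 3.40 CPM. Of 76 ribosomal protein genes 75 fell and none rose, with a median of -0.87 (camera adjusted p = 2.10e-21, and adjusted p = 0.267 with an estimated correlation), and RPL12 (-1.64), RPS2 (-1.61), RPL10A (-1.37) and RPS4X (-1.08) had the smallest p values. Ribosomal protein genes have many near-identical pseudogenes, so single values are uncertain. Among p53 targets 5 rose, 15 fell and 3 did not pass among 23 measured, including GADD45A (-1.89) and TNFRSF10B (-1.07) as falling and ZMAT3 (0.94) as rising genes, and the list did not pass (camera adjusted p = 0.0528), although it did without high-glucose replicate 1 (adjusted p = 0.0459, with 0.0201 to 0.267 over all camera alternatives). The cell cycle inhibitor CDKN1A was 127 ± 7.72 CPM in low and 124 ± 10.4 CPM in high glucose, a difference within the spread of the replicates (adjusted p = 0.617), but with each library rescaled to the same total it passed as higher (0.21, adjusted p = 0.00387, with 0.00387 to 0.949 over all alternatives).

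Cell cycle genes were higher in high glucose. Of 45 mitosis genes 42 rose and 1 fell, with a median log2 fold change of 1.12 (camera adjusted p = 3.76e-13, and adjusted p = 0.0260 with an estimated correlation). MKI67, the proliferation marker Ki-67 on chromosome 10 from 128096659 to 128126423 of hg38, rose from 18.9 ± 0.474 to 101 ± 6.78 CPM (log2 fold change 2.36 ± 0.0583 SE, adjusted p = 2.92e-14), and ASPM (2.44), CKS2 (1.60) and ANLN (1.38) rose as well. Of 44 genes of DNA replication and S phase, 31 rose and 4 fell, with a median of 0.91 (camera adjusted p = 1.88e-06, and adjusted p = 0.0675 with an estimated correlation). The flap endonuclease FEN1 rose from 13.3 ± 0.917 to 68.9 ± 3.44 CPM, the helicase subunit MCM3 from 22.6 ± 1.60 to 112 ± 3.46 CPM, the replication clamp PCNA from 30.7 ± 1.21 to 95 ± 3.33 CPM and the ribonucleotide reductase subunit RRM2 from 44 ± 1.16 to 151 ± 7.51 CPM. Of 11 measured replication-dependent histone genes, whose messages mostly lack a poly(A) tail, 8 rose and none fell (camera adjusted p = 0.00748, and adjusted p = 0.122 with an estimated correlation), among them HIST2H2BE (2.86), HIST1H4H (2.46), HIST1H2AC (1.55) and HIST1H2BD (0.98), members of a family of near-identical genes. Of the 11 genes of the proliferation score of the study, all of which are also in the replication or mitosis lists, 10 rose and 1 fell (camera adjusted p = 2.61e-04, and adjusted p = 0.0675 with an estimated correlation). The score, the mean log2(CPM + 1) over these genes, went from 4.70 ± 0.0247 to 5.71 ± 0.0265, a difference of 1.01 (exact permutation test, 2-sided, p = 0.0286, the smallest p that 4 against 4 libraries allow).

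DNA repair genes moved in both directions. BRCA1, on chromosome 17 from 43044295 to 43170327 of hg38, rose from 7.33 ± 0.998 to 21.1 ± 1.42 CPM (log2 fold change 1.41 ± 0.104 SE, adjusted p = 5.98e-09). BRCA2 was 15.1 ± 0.908 CPM in low and 16.2 ± 1.98 CPM in high glucose, within the spread of the replicates (adjusted p = 0.373), but with each library rescaled to the same total it passed as higher (0.32, adjusted p = 0.00714, with 0.00714 to 0.860 over all alternatives). The poly(ADP-ribose) polymerase PARP1 rose from 56.8 ± 2.11 to 116 ± 3.15 CPM and the end joining kinase PRKDC from 466 ± 30.6 to 594 ± 14.7 CPM. For homologous recombination 16 rose and 9 fell among 34 genes, with XRCC2 (2.04) and RPA1 (0.92) higher and MUS81 (-1.34) and POLD2 (-1.07) lower. For mismatch repair 10 rose and 7 fell among 22. For base excision repair 13 rose and 15 fell among 33, and for nucleotide excision repair 16 rose and 16 fell among 43, with ERCC1 (-0.97) lower. For nonhomologous end joining 5 rose and 6 fell among 14, with LIG4 rising (1.29) and NHEJ1 (-1.69) and POLL (-1.85) falling. For the Fanconi anemia pathway 10 rose and 6 fell among 19, with UBE2T (1.59), FANCI (1.21) and FANCD2 (1.16) higher and FANCE (-1.66) lower. None of these 6 lists passed (camera adjusted p = 0.204, 0.422, 0.935, 0.935, 0.935 and 0.422, in the order given). The homologous recombination score, a mean z-score, went from -0.190 ± 0.0750 to 0.190 ± 0.0821 and the mismatch repair score from -0.180 ± 0.165 to 0.180 ± 0.0829, each higher in all 4 high-glucose libraries (exact permutation p = 0.0286, adjusted over the 5 repair scores p = 0.0714 for both, so neither passed). That p is the smallest that 4 against 4 libraries allow. Whether a score at it passed after adjustment depended on how many of the other scores reached it too, so this test could not decide for either score. The base excision score went from 0.0297 ± 0.0600 to -0.0297 ± 0.180 (adjusted exact p = 0.629), the nucleotide excision score from -0.0305 ± 0.153 to 0.0305 ± 0.0742 (adjusted exact p = 0.629) and the end joining score from 0.112 ± 0.279 to -0.112 ± 0.159 (adjusted exact p = 0.286). With each library rescaled to the same total, the homologous recombination, mismatch and nucleotide excision scores passed as higher, the end joining score turned from lower to higher and passed (adjusted exact p = 0.0357), and the base excision score turned to higher without passing. As first principal components, the other form of score of the study, with the sign that correlates with the mean z-score, homologous recombination, mismatch and nucleotide excision repair were higher and base excision repair and end joining lower in high glucose (exact p = 0.0286 each). But the first component of all genes separated the groups as well, so these p values do not single out a pathway. For base excision, nucleotide excision and end joining the mean z-score, which sets the sign, did not pass (adjusted exact p = 0.629, 0.629 and 0.286). Higher or lower is therefore uncertain as a direction of those pathways.

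**Figure D3:**
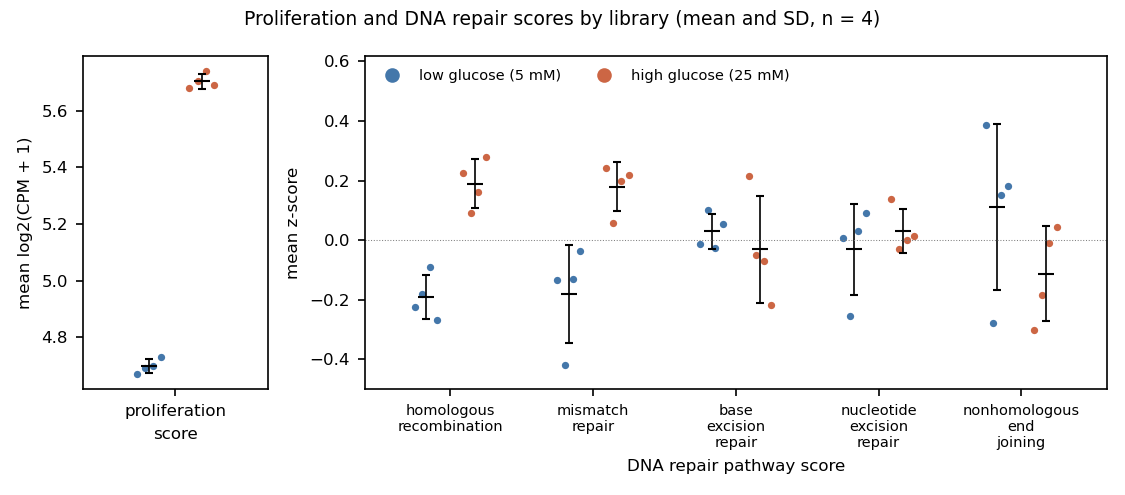
Proliferation score (mean log2(CPM + 1), left) and the 5 DNA repair scores (mean z-score, right) of each library in low and high glucose, with the mean and SD of 4 libraries in black. The proliferation score averaged 4.70 in low and 5.71 in high glucose, without overlap.

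The glucose transporter SLC2A1 was lower in high glucose, and mitochondrially encoded transcripts were higher. TXNIP, a glucose-induced arrestin on chromosome 1 from 145992435 to 145996579 of hg38, rose from 3.39 ± 0.601 to 4.87 ± 0.446 CPM (log2 fold change 0.43 ± 0.136 SE, adjusted p = 0.0106), a call that was lost with quantile normalization (adjusted p = 0.0800, with 6.16e-04 to 0.0800 over all alternatives). ARRDC4 was not tested, since it reached at most 0.191 CPM. Of the 6 measured targets of MondoA and ChREBP, sensors through which glucose induces genes, 5 fell, with BHLHE40 (-1.39), ARRDC3 (-1.09), KLF10 (-0.90) and ARRDC2 (-0.62), and only TXNIP rose (camera adjusted p = 0.0411, and adjusted p = 0.322 with an estimated correlation). Without low-glucose replicate 1 this list did not pass (adjusted p = 0.0515, with 0.0286 to 0.322 over all camera alternatives). SLC2A1 fell from 656 ± 21.3 to 282 ± 24.4 CPM and hexokinase 2 (HK2) from 196 ± 7.32 to 94.8 ± 3.33 CPM, whereas lactate dehydrogenase A (LDHA, 0.73) and PGK1 (0.77) rose. Over glycolysis 7 rose and 11 fell among 22, over the pentose phosphate pathway 3 rose and 6 fell among 10, over the hexosamine and polyol pathways 4 rose and 4 fell among 10 and over the citric acid cycle 6 rose and 15 fell among 25, and none of these lists passed (camera adjusted p = 0.393, 0.444, 0.935 and 0.210). Transketolase (TKT) fell from 2462 ± 69.1 to 745 ± 67.4 CPM, and RPIA (-1.03) and TALDO1 (-0.51) fell while PRPS1 (0.86) rose. The hexosamine enzymes GFPT1 (-0.83) and UAP1 (-0.79) fell, and GFPT2 (0.56) and OGT (0.49) rose. Aldose reductase (AKR1B1) rose from 429 ± 9.65 to 574 ± 66.7 CPM. The citric acid cycle genes SUCLG2 (-1.27), MDH2 (-0.91), SDHB (-0.58) and DLST (-0.43) fell. All 13 mitochondrially encoded transcripts rose, with a median of 1.73 (camera adjusted p = 4.85e-08, and adjusted p = 0.322 with an estimated correlation), for example MT-ND2 from 219.6 ± 8.12 to 1306 ± 93.8 CPM and MT-CYB from 116 ± 6.70 to 659.8 ± 46.5 CPM. The share of the signal from mitochondrial genes, which may take in rows besides these 13, went from 1.017% ± 0.0382 to 1.79% ± 0.144. Nuclear copies of mitochondrial genes can share their reads. Of 43 nuclear genes of the respiratory chain 31 fell and 7 rose, with a median of -0.34 (camera adjusted p = 8.67e-04, and adjusted p = 0.438 with an estimated correlation), including CYC1 (-1.20), NDUFB5 (-0.90), UQCRC1 (-0.83) and UQCRC2 (-0.67).

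Vimentin (VIM), the mesenchymal intermediate filament, fell from 8420 ± 132 to 3733 ± 139.8 CPM (log2 fold change -1.17 ± 0.0379 SE, adjusted p = 4.93e-13), a change of -0.35 with quantile normalization, and the transcription factors ZEB1 and TWIST1 fell from 147 ± 7.61 to 89.4 ± 3.37 CPM and from 16.9 ± 1.55 to 11.4 ± 0.911 CPM. The matrix genes FSTL1 (1.80) and THBS1 (1.73) rose and TIMP3 (-1.14) fell. Over the mesenchymal and extracellular matrix list 16 rose and 26 fell among 48, over the epithelial list 2 rose and 8 fell among 13 with KRT8 (-1.47), KRT18 (-1.15) and OCLN (-1.40) lower and MUC1 (1.09) higher, and over the myogenesis list 21 rose and 39 fell among 74 with FGF2 (-1.81) and IGFBP3 (-1.11) lower and FST (2.89) and PRNP (0.86) higher. The camera adjusted p values were 0.393, 0.361 and 0.190. The hedgehog effector GLI1 fell from 9.21 ± 1.29 to 3.79 ± 0.390 CPM. Over hedgehog signaling 16 rose and 15 fell among 39 (camera adjusted p = 0.935), with GAS1 (2.75) and CDK6 (1.43) higher and NRP2 (-1.19) lower, and over notch signaling 14 rose and 17 fell among 41 (camera adjusted p = 0.929), with HEY2 (-2.58) and JAG1 (-1.70) lower and CCND1 (0.88) higher. Among stem cell markers 6 rose and 7 fell among 14 (camera adjusted p = 0.903), with MYC (-2.50), ALDH1A3 (-2.11), KLF4 (-1.66) and EPAS1 (-1.03) lower. Among TGF-beta and YAP targets 20 rose and 12 fell among 35 (camera adjusted p = 0.133), with TGFB2 (2.07) and AMOTL2 (1.93) higher. For hedgehog signaling and fatty acid synthesis the median, the mean and the test of the list did not share a sign.

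Interleukin 6 (IL6) fell from 88 ± 2.39 to 39.4 ± 1.37 CPM (-1.14). Among TNF and NF-kappaB targets 31 rose and 35 fell among 79 (camera adjusted p = 0.935), with ATF3 (-2.21) lower and the superoxide dismutase SOD2 rising from 71.3 ± 0.269 to 171 ± 2.33 CPM. Among interferon response genes 14 rose and 26 fell among 50 (camera adjusted p = 0.0929), with HLA-B (-1.41), PSMB8 (-1.28) and TRIM25 (-1.24) lower. Of 35 antioxidant genes of NRF2, 21 fell and 7 rose (camera adjusted p = 0.0406, and adjusted p = 0.438 with an estimated correlation), among them GCLC, an enzyme of glutathione synthesis, from 232 ± 11.8 to 70.6 ± 1.76 CPM, and the ferritin light chain FTL from 9775 ± 319 to 4390 ± 186 CPM, a change of -1.16 that was -0.41 with quantile normalization. Without high-glucose replicate 3 this list did not pass (adjusted p = 0.0546, with 0.0209 to 0.438 over all camera alternatives). Among osmotic stress targets of NFAT5 8 rose and 4 fell among 12 (camera adjusted p = 0.102), with the osmolyte transporters SLC6A6 (1.61) and SLC5A3 (1.51) and with SLC38A2 (1.16) and NFAT5 (0.80) higher. Among hypoxia targets 16 rose and 18 fell among 35 (camera adjusted p = 0.663), with NDRG1 (-1.90) and P4HA2 (-1.67) lower and STC1 (4.31) and PLOD2 (1.30) higher. Over cholesterol synthesis 6 rose and 13 fell among 25 (camera adjusted p = 0.204), with FDFT1 (-1.14), CYP51A1 (-0.88) and MSMO1 (-0.85) lower and INSIG1 (0.97) higher. HMGCS1 went from 1436 ± 24.5 to 1343 ± 22.4 CPM (adjusted p = 0.0110), a change of -0.10. It passed as higher when each library was rescaled to the same total (0.15, adjusted p = 5.82e-04) and with quantile normalization (0.32, adjusted p = 2.25e-07). Over all alternatives its adjusted p reached 0.128, so the call was also lost. Over fatty acid synthesis 9 rose and 9 fell among 22 (camera adjusted p = 0.935), with ELOVL6 (1.88) and ACACA (0.83) higher and FADS1 (-0.75) and ELOVL5 (-0.53) lower.

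Markers of other cell types were measured as a check on the cultures. Of luminal epithelial markers 6 of 13 were tested, 0 rose and 4 fell, for example MLPH from 45.4 ± 2.72 to 25.6 ± 1.30 CPM, while GATA3 did not pass. Of basal markers 7 of 10 were tested, 4 rose and 3 fell, with KRT14 going from 396 ± 17.8 to 78.5 ± 7.36 CPM and SFN from 42.2 ± 4.22 to 86.7 ± 9.25 CPM. Of immune markers 4 of 15 were tested, 1 rose and 1 fell, with CD68 going from 184 ± 3.92 to 94.1 ± 2.07 CPM and PTPRC, the pan-leukocyte marker, from 0.0834 ± 0.106 to 0.714 ± 0.286 CPM. Of endothelial markers 5 of 8 were tested, 4 rose and 1 fell, with ERG at 9.75 ± 0.856 in low and 15.7 ± 1.76 CPM in high glucose and PECAM1 going from 2.05 ± 0.334 to 5.80 ± 0.603 CPM. Of adipocyte markers 1 of 7 were tested, 0 rose and 1 fell, and of erythroid markers 0 of 6 passed the expression filter.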

Values the study reported

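The study reported 311 genes altered alike by hyperglycemia, 95 upward and 216 downward at an FDR under 0.3, across xenografts and cultures of MDA-MB-231 and MDA-MB-468 cells. For tumors of patients with and without diabetes it reported 2012 differentially expressed genes at an FDR under 0.05.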

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

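The tests of swapped labels and of other scalings were chosen after the results were seen, as were that of the nuclear respiratory chain and the comparisons with histone messages and with the small RNAs above 1 CPM. The remaining tests were set before their results were seen. In 329 groups of 4 libraries, over the named genes, scores and library totals, 15 had 1 library far from the others, and chance gives about 16 (1 in 20). ARRDC2 was 10.7 CPM in high glucose replicate 4 against 12.3 to 12.4 CPM in the other 3 libraries of its group. DLST was 114 CPM in low glucose replicate 1 against 109 to 109.5 CPM in the other 3 libraries of its group. FDFT1 was 2011 CPM in low glucose replicate 1 against 1894 to 1905 CPM in the other 3 libraries of its group. HIST1H4H was 13.3 CPM in high glucose replicate 4 against 11.7 to 11.9 CPM in the other 3 libraries of its group. IL6 was 91.5 CPM in low glucose replicate 4 against 86.6 to 86.9 CPM in the other 3 libraries of its group. KRT16 was 82.5 CPM in low glucose replicate 3 against 88.5 to 89.7 CPM in the other 3 libraries of its group. KRT8 was 52.8 CPM in low glucose replicate 4 against 47.9 to 48.7 CPM in the other 3 libraries of its group. LDHA was 1388 CPM in low glucose replicate 2 against 1452 to 1455 CPM in the other 3 libraries of its group. MSC was 670.2 CPM in low glucose replicate 2 against 591 to 600.0 CPM in the other 3 libraries of its group. NDUFB5 was 59.7 CPM in high glucose replicate 1 against 53.2 to 54.2 CPM in the other 3 libraries of its group. PDIA4 was 896 CPM in low glucose replicate 1 against 854 to 858 CPM in the other 3 libraries of its group. SLC5A3 was 186 CPM in low glucose replicate 2 against 202 to 205 CPM in the other 3 libraries of its group. STC1 was 17.9 CPM in low glucose replicate 3 against 20.4 to 20.5 CPM in the other 3 libraries of its group. TNFRSF11B was 15.6 CPM in low glucose replicate 2 against 18 to 18.4 CPM in the other 3 libraries of its group. XRCC2 was 1.89 CPM in low glucose replicate 4 against 1.41 to 1.46 CPM in the other 3 libraries of its group.

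Cell cycle genes were higher in high glucose, a median log2 fold change of 1.09 over the 89 genes of the 3 cell cycle lists, all with an annotated length. After the trend over transcript length and GC content of all other genes was removed, the median was 1.01 (95% bootstrap interval 0.79 to 1.22), so that trend is not the whole cause, and under the 3 other scalings the median was 1.09 or more. If the labels of the groups had been swapped, chaperones that lack of glucose induces would be higher in the libraries labelled high glucose, and their median was -1.24 (95% bootstrap interval -1.62 to -0.95), while 25 of 32 genes of the stress response that lack of glucose also induces fell (median -1.06), as did the transporter SLC2A1 (-1.22), and TXNIP, which glucose induces, rose (0.43). These go with the labels, but the 6 targets of glucose sensors, TXNIP included, had a median of -0.76 (-1.24 to -0.02), the direction a swap predicts, so a swap stays open. The call of this list of targets was lost with an estimated correlation (camera adjusted p = 0.322) and in 3 other settings. An effect of glucose on the share of cycling cells was not tested, and the study measured no gain in proliferation of cultured cells at high glucose, Hs578T included.

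All 13 mitochondrially encoded transcripts were higher in high glucose. A wider capture of RNA without a poly(A) tail would raise small noncoding RNAs by at least 0.866 on the log2 scale. The median of 7 such RNAs was -0.10 (95% bootstrap interval -0.18 to 0.04), below that bound. Of these RNAs 3 were under 1 CPM, where the log2(CPM + 1) scale understates changes, so the test rests on the other 4 (RN7SK, RN7SL1, RN7SL2 and SNORD3A). Their 95% confidence intervals ended at 0.45 or lower, which argues against such a capture for these 4 RNAs, at 4.90 CPM or less on average. Histone messages, which also mostly lack that tail but follow the cell cycle, had a median of 0.74 (0.61 to 1.55). That interval holds the bound of 0.866, so a wider capture is not excluded by them. Under the 3 other scalings the median of the mitochondrially encoded transcripts was at least 1.77. A rise of the whole respiratory chain is argued against by its nuclear genes, with a median of -0.34 (95% bootstrap interval -0.43 to -0.25), and a change in mitochondrial transcript number or stability may remain, untested.

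Ribosomal protein genes were lower in high glucose. With the trend over length and GC content removed their median was -0.83 (95% bootstrap interval -0.88 to -0.80), and under the 3 other scalings it was -0.83 to -0.61, against -0.87 as deposited. Reads moved from the genes to pseudogenes would have raised the pseudogenes, but the 77 ribosomal protein pseudogenes went from 959.5 ± 45.5 to 518 ± 24.8 CPM in sum, a gain of -1.2% of the signal that the genes lost, that is, a fall. A change of a wider class of messages may be part of it, with a median of -0.88 for other genes of that class, as given under the other observations.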

How the results depend on the processing

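The voom alternative was chosen after seeing the data. The alternatives were otherwise fixed before the data were examined, and the planned count models were not run, since whole reads were not recovered. The count of genes past the threshold ran from 10534 to 11676 over all alternatives and from 10963 to 11064 with each library left out. The count with at least a 2-fold change was 4131 with a pseudocount of 0.1 CPM, 1483 with 5 CPM and 4212 with voom. A larger pseudocount shrinks the fold change of low genes, and the cause of the voom count was not tested. Of the 35 splits of the 8 libraries into 4 and 4, the real one alone gave as many genes (1 split, 1 gene at most in the others), as many at an FDR of 0.3 (1 split, at most 2) and as many 2-fold changed (1 split, at most 1), so chance can be excluded for the gene counts. The real split also gave the most lists (1 split, 11 against at most 10). That margin of 1 list lies within the 10 to 12 lists found with each library left out. The other splits with 8 to 10 lists all kept 3 libraries of a group together, so they held part of the real contrast. Splits with 2 libraries of each group on both sides gave 0 to 2 lists, which argues against chance for the list count. Of the pairs of same-numbered replicates only 1 had deviations that correlated above 0.1 (correlations -0.027, 0.11, 0.012 and 0.084), and only replicates 2 and 4 matched their own number best in both groups. With the replicate number as a block, 11494 genes passed, and the exact sign-flip test of the proliferation score, a difference of 1.01, gave p = 0.125, the smallest that 4 pairs allow. Estimated correlations left 1 list past the threshold (mitosis), and fry, which does not compare a list with other genes, 31. Besides estimated correlations, NRF2 targets lost their call under 5 settings, among them without high-glucose replicate 3 (adjusted p = 0.0546), and glucose-sensing targets under 3, among them without low-glucose replicate 1 (adjusted p = 0.0515), and the other 9 called lists kept theirs. Of lists that did not pass, p53 targets did in 2 settings, interferon genes in 2 and TGF-beta and YAP targets in 1.

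With each library rescaled to the same total, score differences were 0.795 for homologous recombination, 0.588 for mismatch, 0.218 for base excision, 0.503 for nucleotide excision repair and 0.435 for end joining, while for the scaling as deposited the first principal components differed by 9.12, 7.58, -9.55, 10.3 and -6.18 (exact p = 0.0286 each). The first component of all genes also separated the groups, so those p values do not single out a pathway. With quantile normalization base excision turned to 0.0159 and end joining to 0.230. HMGCS1 turned to 0.323 (quantile) and 0.148 (rescaled), passing as higher in both. CDKN1A, within the spread as deposited, turned to 0.0639 (quantile), 0.00436 (median of ratios) and 0.209 (rescaled, where it passed, as did BRCA2 with 0.324), and ran from -0.0778 to 0.0192 with a library left out. The other reversals were lists that did not pass, as mean fold change less that of other genes: 0.0123 for glycolysis, 0.0304 for base excision, 0.124 for mesenchymal, 0.0791 for hypoxia and 0.0344 for TNF genes with quantile normalization, -0.0196 for nucleotide excision and -0.0355 for fatty acid genes with a pseudocount of 0.1 CPM, 0.00688 for base excision and 0.0197 for TNF genes rescaled, and for TNF genes 0.00296 with 5 CPM, 0.0197 with at least 1 CPM in 4 libraries, 0.00141 with median of ratios, 0.00153 with array weights and -0.00775 to 0.00678 with a library left out. The cause was not tested. Of 152 called named genes 150 kept direction and call in all settings, TXNIP and HMGCS1 excepted, and the log2 fold change of 13 of them moved by over 1.5 times with quantile normalization, of 11 rescaled and of 15 with 5 CPM. At this depth a gene at the filter of 0.5 CPM rests on few counts, so small changes of such genes may be missed, which was not tested.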

Other observations

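The 3 gene lists used here were chosen after the data had been seen, and the first of them was described without a test set before its result. The genes named from these lists were chosen after their values were seen. Noncoding genes that host small nucleolar RNAs were lower in high glucose: 13 of 14 fell and 1, SNHG3 (0.76), rose, with a median log2 fold change of -1.21 (camera p = 1.13e-06, and p = 0.00658 with an estimated correlation). GAS5 went from 518 ± 71.4 to 114 ± 7.57 CPM, SNHG15 from 114 ± 8.24 to 17.5 ± 1.36 CPM and SNHG17 from 82 ± 4.31 to 12.9 ± 0.224 CPM.

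Ribosomal protein messages belong to the class that starts with a 5' terminal oligopyrimidine tract, and a hypothesis is that the whole class was lower in high glucose. Of 16 other genes of the class 15 fell and none rose, with a median of -0.88 (95% bootstrap interval -0.97 to -0.74), camera p = 1.62e-07, and p = 0.0153 with an estimated correlation. Elongation factors EEF1A1 and EEF2 went from 19840 ± 546 to 10040 ± 201 CPM and from 4403 ± 211 to 1749 ± 204 CPM, and PABPC1 was 2598 ± 36.5 CPM in low and 2769 ± 150.2 CPM in high glucose (adjusted p = 0.0525). This is consistent with a change of the class, but cannot separate transcription from message stability.

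Many host genes of small nucleolar RNAs and stress messages are targets of nonsense-mediated decay, so weaker decay in low glucose was considered as a possible explanation of the higher stress genes there. The messages of decay factors, themselves targets, would then be lower in high glucose. Of 7 such genes 6 rose, with a median of 0.37 (95% bootstrap interval 0.11 to 0.49), which argues against it. The study described lower expression of DNA repair genes under hyperglycemia or diabetes in xenografts, tumors and breast cancer cell lines, and less end joining by a reporter in Hs578T cells at high glucose. In these Hs578T libraries the homologous recombination score was higher and the end joining score lower in high glucose, neither past its test after adjustment. The homologous recombination score had the smallest p that the libraries allow, and could pass only if more of the scores reached it. With each library rescaled to the same total, which raised the median of all genes by 0.19, both scores passed as higher (0.795 and 0.435), so the direction for end joining depends on the scaling. The study also scored pathways by first principal components. In that form, with the scaling as deposited, homologous recombination was higher (9.12) and end joining lower (-6.18, exact p = 0.0286 each). The first component of all genes separated the groups as well, so these p values do not single out a pathway. The sign for end joining rests on the mean z-score, which did not pass. BRCA1 was higher, and BRCA2 was within the spread of the replicates as deposited and higher when rescaled (0.324).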
